A study of Mus musculus with 11 samples.

How the data were processed

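Gene expression was measured by RNA sequencing in intestinal macrophages of mouse colon. Per the labels, the cells carried the surface marker pattern CD45+ CD11b+ Ly6G- Ly6C- MHCII+ CD64+, and the mice drank water with 2.5% dextran sodium sulphate (DSS) over 5 days. DSS damages the colon lining and is used to model colitis. The mice were wild type (WT) or of a strain named Csf1r-EP4-/-, here called knockout (KO). EP4 is a receptor for prostaglandin E2 and its gene is Ptger4. The titles give DSS day 0 and DSS day 39 and number the libraries of each group. The groups were KO day 0 (3 libraries), WT day 0 (2), KO day 39 (3) and WT day 39 (3), 11 libraries in all. Groups and numbers were taken from the titles. The names of the deposited files differ from the titles in places: they give day 35 for the libraries titled day 39, and number 3 for the WT day 0 library titled 2.

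Per the labels' protocols, RNA was extracted with Trizol and libraries were made with a Lexogen QuantSeq kit, which primes from the poly(A) tail and so counts reads near the 3′ end of transcripts. The deposited files hold whole-number counts per gene symbol, and no label or header states the aligner, genome build, annotation, filters or strand setting the authors used, or whether molecular identifiers were used. No genome coordinates are therefore given. Every file lists the same 23282 entries with 23238 distinct symbols, of which 22197 were found among GENCODE mouse release 21 symbols. The 44 repeated symbols were kept apart. Among genes with at least 100 counts in any library, 139 shared exactly equal counts in all 11 libraries with another symbol (69 sets). Whether these symbols are near-identical copies, overlapping genes or names of the same gene was not tested. Genes called by edgeR that have close copies or overlap another gene in RefSeq are marked as uncertain, because the way the authors counted shared reads is not stated.

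Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (6987 tested, 16295 not tested) and scaled by TMM. Dispersions were estimated robustly and a quasi-likelihood model with 1 coefficient per group was fitted to all 11 libraries (glmQLFit, glmQLFTest). There were 5 contrasts: KO against WT at day 0, KO against WT at day 39, day 39 against day 0 in WT, day 39 against day 0 in KO, and the difference between the genotype contrasts of the days (the interaction). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Tests are two-sided. Standard errors (SE) are the log2 fold change divided by the square root of its F statistic. The prior degrees of freedom of the fit were finite for 29 of the 6987 tested genes. For the other tested genes the variance was that of the trend shared across genes. A gene's own spread between replicates then did not enter its p-value or SE. CPM values are counts scaled to a library size of 1000000, taken as the TMM-scaled sum over tested genes unless stated otherwise. A value of 3 counts was taken as the floor of a library, and a fold against a group at or under it is given as a lower bound. Floors cover counting error only, because PCR copies of a molecule are not independent. The bounds therefore do not allow for a gene that a library missed.

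Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, over the sets with at least 3 tested genes. The gene sets and a list of 50 genes (Ptger4, the sort markers, and genes of the prostaglandin pathway and macrophage function) were fixed before the data were examined, as were the contrasts, the tests, the grouping and most alternatives. The genes named in a contrast are those with an adjusted p-value under 0.05, no overlap of the groups in CPM and a mean of at least 10 CPM, up to 3 with the largest rise and 3 with the largest fall. Where no gene passed, the 2 genes with the smallest p-values are named. Ptger4 and the sort markers are named in any case, except Ly6G, for which no value is given. Other genes named below were chosen after their values were seen.

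Values per library, such as the share of a gene or the number of genes with at least 100 counts, were compared by exact permutation tests of the difference in means (SciPy 1.17.1), with Benjamini-Hochberg adjustment over the 35 comparisons of 7 measures. Libraries were also compared by Spearman correlation across tested genes, and the mean correlation within days less that between days was set against all 462 splits of the 11 libraries into 6 and 5.

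The procedure was tested on simulated counts with the library sizes and mean counts of the data. At a dispersion of 0.1, edgeR recovered 200 of 200 genes changed 16-fold, with 14 false calls among 214. At the dispersion of the data it recovered 0 of 200. When counts were drawn from 4000 molecules per library and then amplified, it recovered 3 of 200 and made 2 calls in a contrast without changed genes. A separate draw with no gene changed gave 0 calls. A simulated raised set of 20 genes had a camera p-value of 3.1e-05, and 1 of 10 random sets had p under 0.05.

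Alternatives tried were other scalings (DESeq2 size factors, library size only, upper quartile), other tests (DESeq2 1.42.0, limma-voom, non-robust quasi-likelihood), other filters (none, a mean of at least 10 counts), a fit to only the groups compared, the replicate number as a block, 1 surrogate variable (sva 3.50.0), a minimum change of 2-fold, camera with an estimated correlation, and leaving out each replicate. Chosen after seeing the data were a mean of at least 1000 counts, counts of 10 or fewer set to 0, other count minimums for a detected gene and other measures of similarity between libraries. Figures were drawn with matplotlib 3.10.9.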

Results

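The 11 libraries compared colonic macrophages labelled wild type with macrophages labelled EP4 knockout at DSS day 0 and DSS day 39. The library totals were 5982548, 8284551 and 14207919 counts in KO day 0, 4325880 and 5126194 in WT day 0, 4613015, 4867194 and 4695406 in KO day 39, and 4003299, 4797340 and 5000994 in WT day 39. Of 23282 entries, 10515 had no count in any library and 815 had at least 1 count in all 11. A library had between 3818 and 7450 genes with at least 1 count and between 1864 and 4170 genes with at least 100 counts. The number of genes with at least 100 counts was 3138 ± 894 (SD, n = 3) in KO day 0, 2126 ± 370 (n = 2) in WT day 0, 2731 ± 181 (n = 3) in KO day 39 and 2874 ± 392 (n = 3) in WT day 39. Pooled over genotypes it did not differ detectably between day 39 and day 0 (exact permutation test, p = 0.879; adjusted p = 0.900). In WT it was 1.35-fold higher at day 39, without overlap (exact permutation p = 0.200, the smallest possible), and in KO, where the day 0 libraries were deeper, the ratio was 0.870 (exact permutation p = 0.800). The number of genes with at least 1 count was 1.23-fold higher at day 39 (exact permutation p = 0.0519; adjusted p = 0.389). Its median over libraries was 2625 at a minimum of 100 counts, and moved most, to 5206, at a minimum of 1 count.

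**Figure D1:**
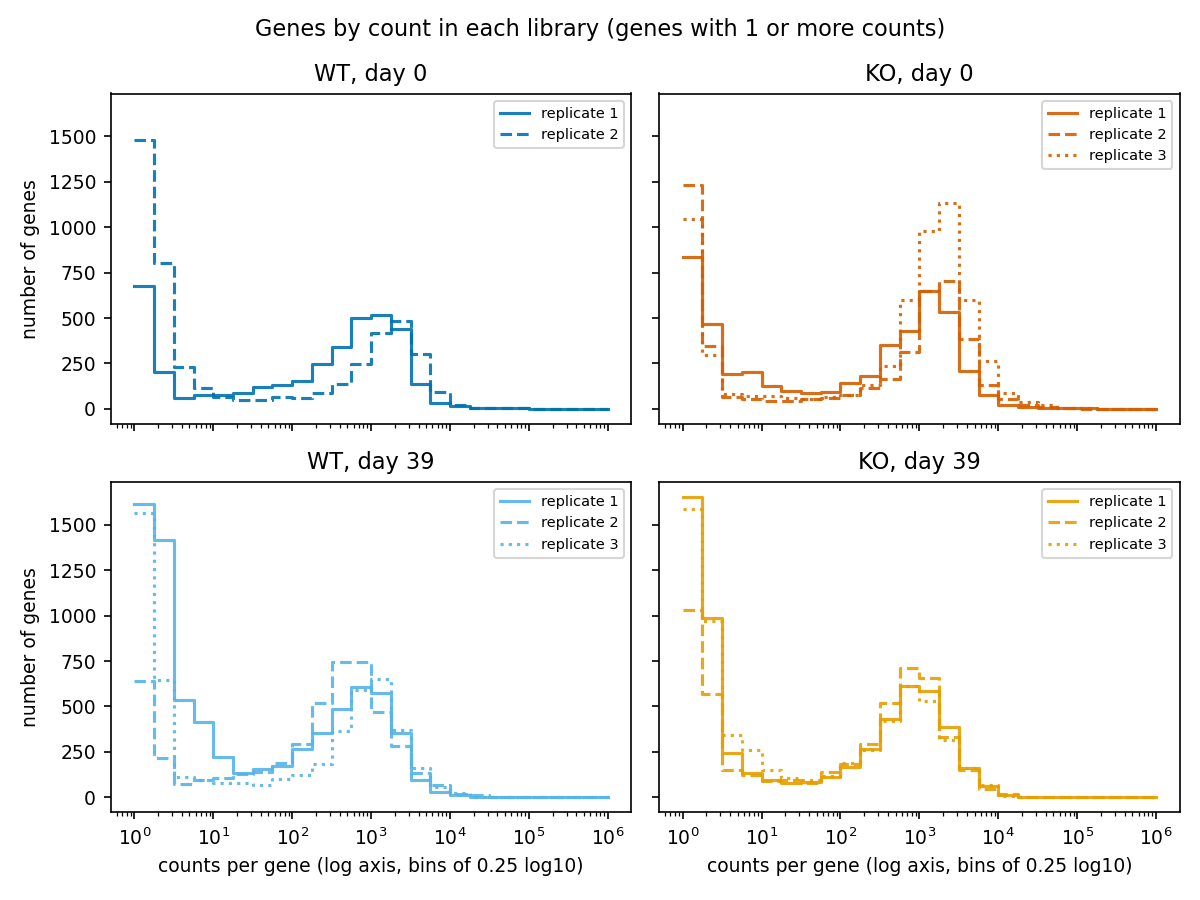
Number of genes (y axis) by counts per gene (x axis, log scale) in each library, for genes with 1 or more counts; each panel is a group and each line a replicate. Every library has a peak at 1 count and a separate peak between 100 and 10000 counts, with fewer genes between.

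Counts of the same gene differed widely between replicates. Considering each library in turn, 24153 values belonged to genes that averaged at least 100 CPM in the other libraries of the group, and 11277 of these values (46.7%) were 10 counts or fewer. A Poisson draw at the depth of each library would give 1.4e-124 such values. Of 6651 genes with at least 1000 counts in any library, 1115 (16.8%) had that in a single library and 10 or fewer counts in each of the other 10, and 100 had it in all 11. The common biological coefficient of variation was 2.48 over the 6987 tested genes, and 1.60 over the 1052 genes with a mean of at least 1000 counts. At this spread most tested genes could pass only with very large differences, while the most abundant genes could pass with smaller ones. A gene without a call was not shown to be unchanged.

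**Figure D2:**
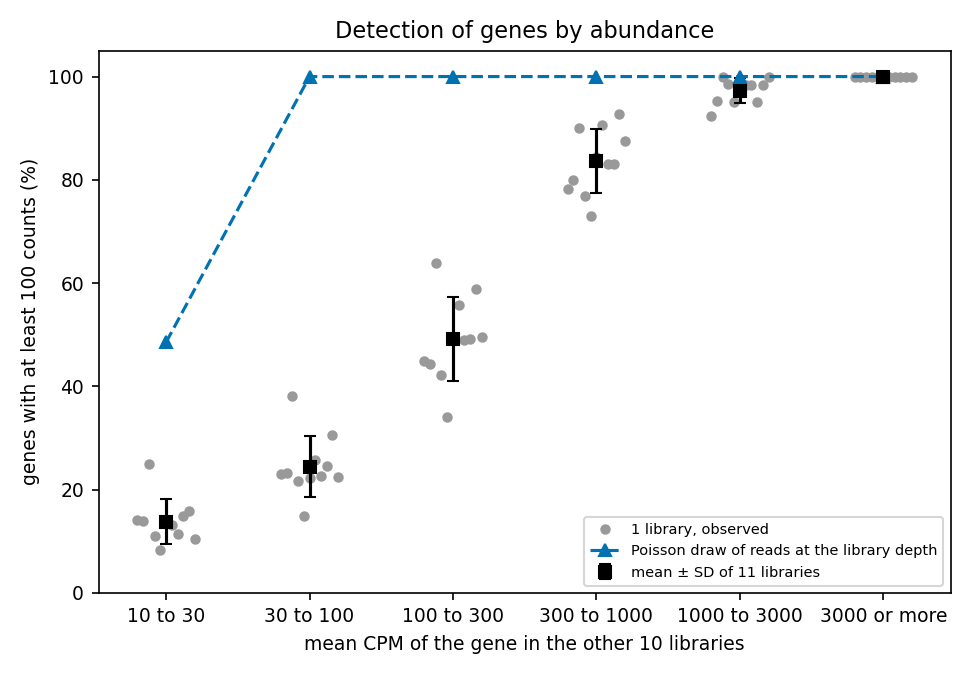
Percent of genes with at least 100 counts in a library (y axis) by the mean CPM of the gene in the other 10 libraries (x axis, classes, scaled by library total); grey points are libraries, squares and bars the mean ± SD of 11 libraries, and triangles the percent a Poisson draw of reads would give. In the class of 100 to 300 CPM, 49.2% ± 8.19 of genes reached 100 counts, where the Poisson draw gave 100%.

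Ptger4, the gene of the deleted receptor, was examined in each library as a check of the labels. The libraries labelled KO day 0 had 1350, 0 and 890 Ptger4 counts, and the libraries labelled WT day 0 had 0 and 0, where the smallest level the depth could show was 0.536 and 0.707 CPM. The libraries labelled KO day 39 had 1, 8 and 4501 counts, and the libraries labelled WT day 39 had 1481, 152 and 7286. Ptger4 thus went against the labels in replicates 1 and 3 of KO day 0, and in replicate 3 of KO day 39. The counts of 0 in both WT day 0 libraries and in replicate 2 of KO day 0 say little about the labels. Genes abundant in a group often had 10 or fewer counts in a library of it. At day 0 its mean of 91.7 CPM ± 112 (SD, n = 3) in libraries labelled knockout was at least 148-fold higher than the floor of the libraries labelled wild type, with an edgeR adjusted p-value of 0.381. At day 39 the level was 433 CPM ± 748 (SD, n = 3) in libraries labelled knockout and 691 CPM ± 811 (n = 3) in libraries labelled wild type, a log2 fold change of -0.67 ± 2.15 (SE) with an edgeR adjusted p-value of 1. Exact permutation tests of the CPM gave p = 0.600 at day 0 (smallest possible p 0.200) and p = 0.500 at day 39 (smallest possible p 0.1). Because reads lie near the 3′ end and the labels do not name the deleted exons, a transcript that lacks an internal exon would still be counted. Since Ptger4 does not separate the genotypes, every direction between genotypes below refers to the labels alone.

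Sort markers were detected unevenly. The MHC class II gene H2-Ab1 had at least 12803 counts in every library. Csf1r, which is not in the labelled sort pattern, had between 1329 and 12197. Csf1r was at 1074 CPM ± 379 (SD, n = 3) in KO day 0, 1274 CPM ± 176 (n = 2) in WT day 0, 553 CPM ± 207 (n = 3) in KO day 39 and 706 CPM ± 208 (n = 3) in WT day 39. The genes of CD45 (Ptprc), CD11b (Itgam) and CD64 (Fcgr1) each had 3 or fewer counts in at least 1 library. Ptprc had 940 to 1332 counts in the libraries of WT day 39 and 8 and 2 in those of WT day 0. The libraries labelled KO day 39 had 215, 5 and 0 Ptprc counts, below every WT day 39 library, and those labelled KO day 0 had 2407, 1 and 104; the day 39 log2 fold change was -3.88 ± 3.76 (SE, edgeR adjusted p = 0.726). Ly6c1 and Ly6c2, which the sort excluded, had at most 2323 and 2100 counts in a library and are near-identical copies, so their counts are uncertain. None of these genes passed the edgeR threshold in any contrast.

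**Figure D3:**
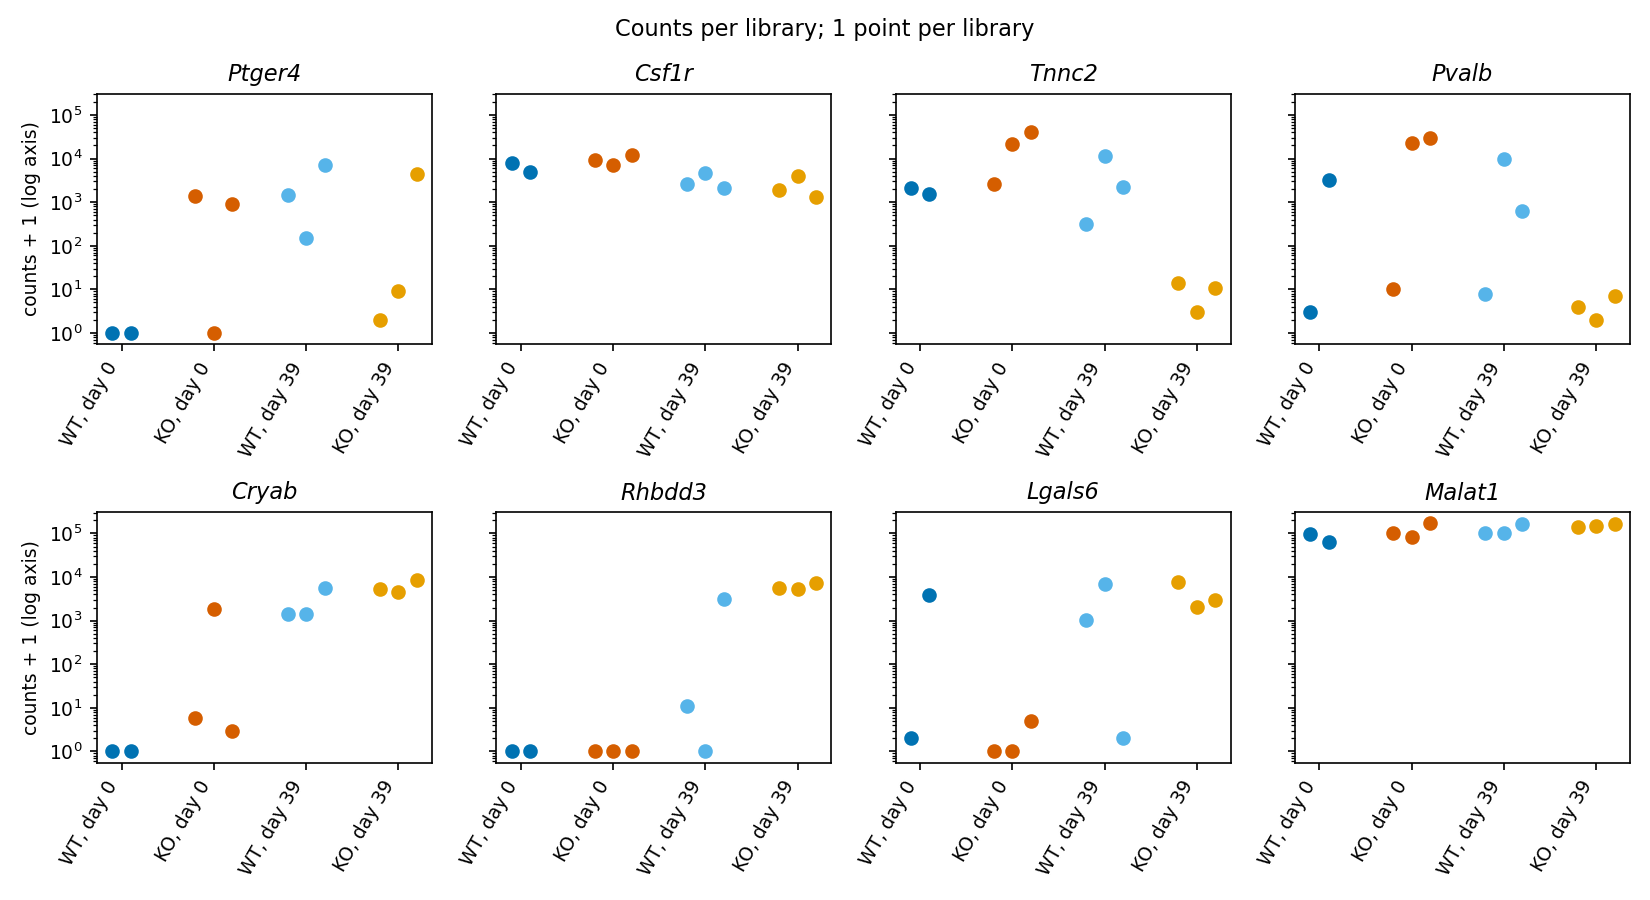
Counts plus 1 (y axis, log scale) of 8 genes in each library, grouped by label on the x axis; each point is a library. Ptger4 is at 0 counts in both WT day 0 libraries and at 4501 in a KO day 39 library, and Tnnc2 is at 13 or fewer counts in the KO day 39 libraries.

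The libraries separated by day. The mean Spearman correlation across tested genes was 0.317 within days and 0.242 between days, a difference of 0.0752 that was the largest of all 462 splits (permutation p = 0.00216, one-sided). The difference moved most, to 0.109, over genes with a mean of at least 1000 counts. There 4 of the 462 splits gave a difference as large (permutation p = 0.00866), so the real split was not the largest. Pairs of libraries correlated at 0.196 to 0.428, with a mean of 0.262 over the 10 pairs at day 0 and 0.354 over the 15 pairs at day 39. At day 39, correlations averaged 0.351 within and 0.355 between genotype labels, and 6 of the 10 splits gave a difference as large (exact permutation p = 0.600, smallest possible 0.1). Over genes with a mean of at least 1000 counts the difference was 0.0344, the largest of the 10 splits (exact permutation p = 0.1, the smallest possible), and with Pearson correlation it was 0.00971, with 2 of 10 splits as large. Whether the genotype labels separated the day 39 libraries thus depended on the measure, and 3 against 3 libraries cannot reach 0.05. On the first principal component the libraries labelled knockout and wild type at day 39 did not overlap, which 10% of arrangements of 3 against 3 would give. The labels give no batch, so day cannot be told apart from anything else that differed between the days.

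**Figure D4:**
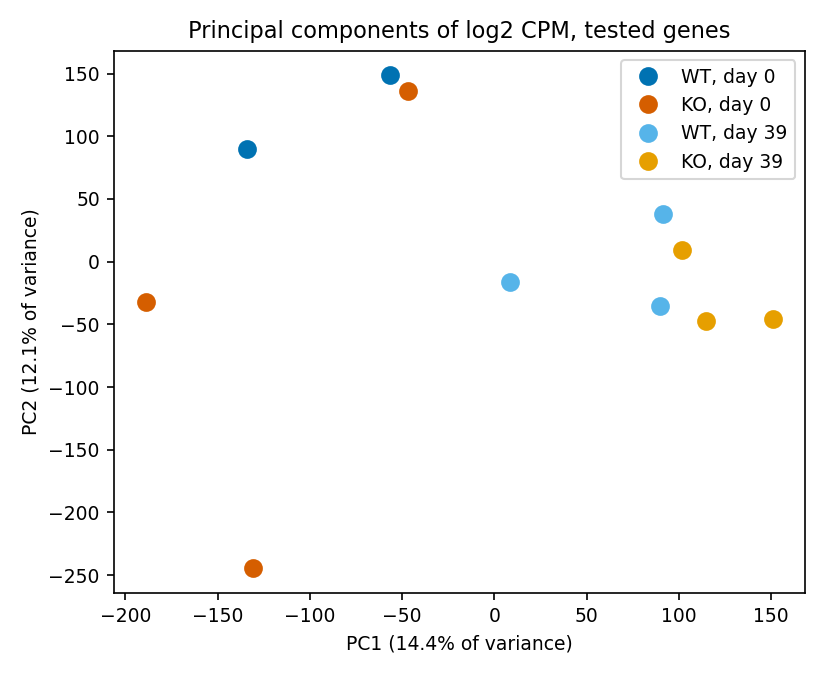
First principal component (x axis, 14.4% of variance) and second (y axis, 12.1%) of log2 CPM over tested genes; each point is a library, coloured by group. The day 0 libraries lie at -47.0 or below on the first component and the day 39 libraries at 8.31 or above; among the latter, those labelled knockout lie at 101.8 to 151.3 and those labelled wild type at 8.31 to 91.4.

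The genotype contrasts ask what loss of EP4 changed at day 0 and at day 39. At day 0, the edgeR test called 1 of 6987 genes, lower in libraries labelled knockout, and 558 genes had an unadjusted p-value under 0.05. The gene was Lgals6 (edgeR adjusted p = 0.0448), with 0, 0 and 4 counts in KO day 0 and 1 and 3813 in WT day 0. Its groups overlapped in CPM, so it did not meet the rule for named genes, and Lgals6 shares sequence with Lgals4, which leaves its count uncertain. The next gene, Mgat4b, did not pass (edgeR adjusted p = 0.111), with 1, 0 and 0 counts in KO day 0 and 3472 and 5 in WT day 0. Mgat4b overlaps Mir6919 in RefSeq, so its count is uncertain. The number of calls depended on the test, and was largest, at 1241, with DESeq2, of which 1004 were higher and 237 lower in libraries labelled knockout. The median log2 fold change over all tested genes in this contrast was 1.08 in the edgeR fit, so directions were not balanced around 0.

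At day 39, edgeR called 2 genes, both lower in libraries labelled knockout, with 509 genes at an unadjusted p-value under 0.05. Tnnc2, a troponin of fast skeletal muscle, had 13, 2 and 10 counts in KO day 39 and 307, 11461 and 2223 in WT day 39, a log2 fold change of -8.65 ± 1.79 (SE) with an edgeR adjusted p-value of 0.00953. Pvalb, the gene of parvalbumin, had 3, 1 and 6 counts in KO day 39 and 7, 9888 and 624 in WT day 39, a log2 fold change of -9.48 ± 2.06 (SE) with an edgeR adjusted p-value of 0.0144. For Tnnc2 the KO day 39 libraries also stood below the KO day 0 libraries, which had 2628, 21683 and 41046 counts. For Pvalb the KO day 0 libraries had 9, 22465 and 30153 counts and overlapped those of KO day 39 in CPM. Neither gene passed in the fits without KO day 39 replicate 1, without KO day 39 replicate 2 or without WT day 39 replicate 2.

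The time contrasts ask how macrophages at day 39 differ from those at day 0. In libraries labelled wild type, edgeR called 1 gene, higher at day 39, with 467 genes at an unadjusted p-value under 0.05. The called gene was Cryab, the gene of a small heat-shock protein, with 0 and 0 counts at day 0 and 1420, 1432 and 5499 at day 39, or 633 CPM ± 502 (SD, n = 3). It was at least 1019-fold higher than the day 0 floor (edgeR adjusted p = 0.0227). Cryab overlaps Hspb2 and 1 other gene in the RefSeq annotation of mouse, so its count is uncertain. In this contrast the median log2 fold change over all tested genes was 1.64, and DESeq2 called 1020 genes higher and 158 lower. The median was 1.31 with DESeq2 size factors, 1.42 with library size only and 0.475 with upper quartile. In the main fit it was 0 in the contrasts without WT day 0 (genotypes at day 39, time in knockout) and -1.69 in the interaction. The imbalance thus went with WT day 0, which had 2 libraries and on average the fewest genes with at least 100 counts. Its cause was not tested. The DESeq2 calls here and between genotypes at day 0 were not set against other splits. Against the day 0 floor, Ptger4 over time in wild type was at least 1112-fold higher at day 39, a bound for counting error only. The edgeR adjusted p-value of Ptger4 was 0.414 over all genes and 0.0303 over the fixed list within this contrast.

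In libraries labelled knockout, edgeR called 11 genes, 9 higher and 2 lower at day 39, with 1273 genes at an unadjusted p-value under 0.05. The 3 largest rises were from groups at or under the floor. Their folds are bounds against that floor and cover counting error only, while genes abundant in a group often had 10 or fewer counts in a library of it. Rhbdd3 had 0 counts in all 3 KO day 0 libraries and 5475, 5194 and 7375 at day 39, at least 4292-fold higher (edgeR adjusted p = 0.000305). Sycn had 0 counts in those libraries and 7106, 7001 and 2631 at day 39, at least 3739-fold higher (edgeR adjusted p = 0.00380). Mgat4b rose at least 2382-fold, to 202, 2457 and 6931 counts (edgeR adjusted p = 0.00959). Tnnc2 fell by 9.79 on the log2 scale (SE 1.87, edgeR adjusted p = 0.000305). Rhbdd3 overlaps Ewsr1 in RefSeq and its count is uncertain. Outside the rule for largest changes, the other genes that passed were Lgals6, Ubxn4, Nfkbiz, Sprr2a2, Malat1 and Rn45s, higher at day 39, and Pvalb, lower. The groups overlapped in CPM for Rn45s and Pvalb. As a share of all counts Rn45s did not overlap, with means of 9.96% in KO day 0 and 14.5% in KO day 39. The epithelial gene set rose in the same contrast (below). Whether RNA carried from other cells contributed to the rises of called genes, or to the Lgals6 call at day 0, was not tested. Lgals6, Sprr2a2 and Rn45s belong to families of near-identical copies, and Ubxn4 and Malat1 overlap Gm41949 and Mascrna in RefSeq, so the counts of these 5 genes are uncertain. Malat1, with at least 62856 counts in every library, rose by a log2 fold change of 1.55 ± 0.30 (SE, edgeR adjusted p = 0.000305), from 12859 CPM ± 3156 (SD, n = 3) to 37733 CPM ± 8366 (n = 3). The contrasts in wild type and knockout shared 0 called genes, which does not show that they differ.

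The interaction asks whether the change over time depended on the genotype. No gene passed (0 of 6987, with 1006 genes at an unadjusted p-value under 0.05). The smallest edgeR adjusted p-value was 0.0583, for Tnnc2 (log2 difference -11.08 ± 2.53 SE) and Lgals6 (12.93 ± 3.0 SE), neither of which passed.

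Of the 50 genes of the fixed list, 49 were listed in the files and 32 were tested. Over the 160 tests in 5 contrasts, 5 had an unadjusted p-value under 0.05. When adjusted over the list alone within each contrast, 1 passed (Ptger4 over time in wild type, above). This adjustment did not cover the 5 contrasts together. When adjusted over all genes, 0 passed. Prostaglandin receptor genes Ptger2 and Ptger3 had 0 counts in every library.

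Among 11 gene sets in 5 contrasts (55 camera tests, 7 with an unadjusted p-value under 0.05), 2 passed, both the epithelial set at day 39. Its 20 genes rose by a median log2 fold change of 6.09 in libraries labelled knockout, with 20 of 20 genes higher (camera adjusted p = 7.3e-10), and 8.34 in libraries labelled wild type, with 18 of 20 higher (camera adjusted p = 0.00971). Of the 20 genes, 11 had an unadjusted p-value under 0.05 in knockout and 4 in wild type. Under library-size scaling 19 of 20 were higher in knockout, and under upper-quartile scaling 16 of 20 were higher in wild type. With the correlation estimated per set, neither passed (camera adjusted p = 0.183 and 0.956). The summed level of the 20 genes was 1044 CPM ± 928 (SD, n = 3) in KO day 0, 1677 CPM ± 723 (n = 2) in WT day 0, 9448 CPM ± 3747 (n = 3) in KO day 39 and 5835 CPM ± 3927 (n = 3) in WT day 39. By this sum the ratio of day 39 to day 0 was 9.05 in knockout and 3.48 in wild type, the reverse order of the median log2 fold changes. Which genotype label had the larger rise thus depended on the measure. Every day 39 library was above every day 0 library, with a ratio of means of 5.89 (two-sided exact permutation test, p = 0.00433, the smallest possible; adjusted p = 0.152 over 35 comparisons). The epithelial set did not pass in the interaction (camera adjusted p = 0.223). Sets for resident macrophages, monocytes, interferon response, NF-kB targets, MHC class II, the cAMP response, cell cycle, B cells, stroma and dendritic cells did not pass in any contrast. MHC class II, lower in libraries labelled knockout at day 0 (camera adjusted p = 0.0669), passed under some alternatives, and other sets passed in some of the fits that left out a replicate.

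**Figure D5:**
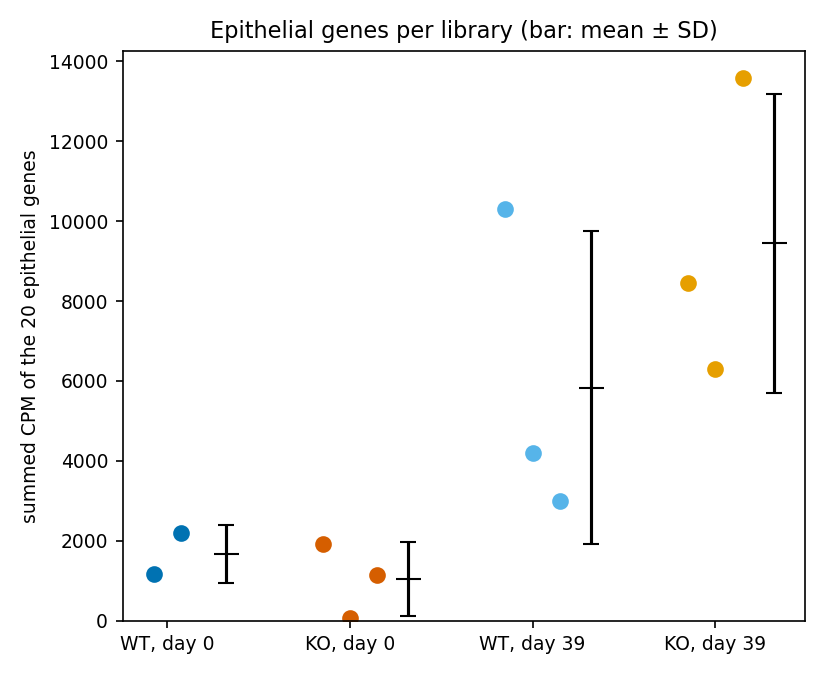
Summed CPM of the 20 epithelial genes (y axis) by group (x axis); points are libraries and bars the mean ± SD. The 6 day 39 libraries lie between 2988 and 13591 CPM and the 5 day 0 libraries between 74.8 and 2188 CPM.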

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

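The numbers of called genes depended strongly on the processing, while the separation of days and the epithelial set depended on it less, except that the epithelial set needed the fixed correlation in camera. At day 0 the genotype contrast gave 1 gene. It gave 1241 with DESeq2, 166 with limma-voom, 2 with non-robust quasi-likelihood, and 0 with library size only, no filter, a mean of at least 10 counts, only the groups compared, counts of 10 or fewer set to 0, or a mean of at least 1000 counts. Upper quartile gave 1 gene that was not Lgals6. The fits that left out a KO day 0 replicate gave 0 to 5 genes. At day 39 the genotype contrast gave 2 genes. It gave 555 with DESeq2, 32 with limma-voom, 1 with a surrogate variable, and 0 with upper quartile, no filter, a mean of at least 10 counts, only the groups compared or a mean of at least 1000 counts. Leaving out a replicate gave 0 to 2 genes.

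The time contrast in wild type gave 1 gene. It gave 1178 with DESeq2, 164 with limma-voom, 5 with a surrogate variable, 4 with non-robust quasi-likelihood, 2 with only the groups compared (neither was Cryab), 1 lower gene with upper quartile (not Cryab), and 0 with DESeq2 size factors, library size only, no filter, a mean of at least 10 counts, counts of 10 or fewer set to 0, or a mean of at least 1000 counts. Leaving out a WT day 39 replicate gave 0 to 1 genes. The time contrast in knockout gave 11 genes, and 1144 with DESeq2, 193 with limma-voom, 6 with counts of 10 or fewer set to 0, 5 with a mean of at least 10 counts, 5 with only the groups compared, 1 with a surrogate variable, 1 with a mean of at least 1000 counts, and 0 with upper quartile or no filter. Leaving out a replicate gave 6 to 15 genes, of which 5 to 10 were among the 11. DESeq2 called 9 of the 11 and limma-voom 7.

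The interaction gave 0 genes, and 934 with DESeq2, 13 with limma-voom, 5 with upper quartile, 4 with non-robust quasi-likelihood, 2 with DESeq2 size factors, 2 with library size only, 1 with a surrogate variable and 1 with counts of 10 or fewer set to 0. Leaving out a replicate gave 0 to 8. The settings that gave 0 genes had 70 to 661 genes at an unadjusted p-value under 0.05 in the day 0 genotype contrast, 36 to 643 at day 39, 103 to 522 over time in wild type, 1261 to 1405 over time in knockout and 72 to 1006 in the interaction. The cause of these changes was not tested, except that the split test of the DESeq2 counts is given under the other observations.

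The fixed list, adjusted within each contrast, gave 1 test past the threshold. It gave 0 with DESeq2 size factors, library size only, no filter or a mean of at least 10 counts. Leaving out a replicate gave 0 to 2. The gene sets gave 2, and 0 (1 at an unadjusted p-value under 0.05) with the correlation estimated per set. DESeq2 size factors gave 3, and leaving out a replicate 2 to 5. The MHC class II set at day 0 between genotypes passed with DESeq2 size factors, without KO day 0 replicate 1 and without WT day 39 replicate 1. Without KO day 0 replicate 1, NF-kB targets at day 0 and the epithelial set in the interaction passed too, and without WT day 39 replicate 1, the resident macrophage and epithelial sets between genotypes at day 39. The epithelial set over time in knockout passed in all 14 other fits, with camera adjusted p-values of 3.0e-11 to 5.3e-06. In wild type it passed in 13 of them, and not without WT day 39 replicate 1 (camera adjusted p = 0.0653). The difference in correlation by day stayed above 0 with a permutation p under 0.05 in all 13 alternatives, at 0.0536 to 0.109.

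With the replicate number as a block, the day 0 genotype contrast gave 0 genes, day 39 gave 1 (a higher gene that was neither Tnnc2, adjusted p = 0.118, nor Pvalb, log2 fold change -3.92, adjusted p = 1), time in wild type 0, time in knockout 12, the interaction 0, the fixed list 0 and the gene sets 2. With the WT day 0 library titled 2 numbered 3, as its file name has it, the contrasts gave 0, 1, 2, 12 and 0 genes. Deviations of same-numbered libraries correlated at 0.0472, 0.00923, 0.0141 and -0.00364 in the first 4 contrasts. These means over 2 or 3 pairs were small and were not tested, so a pairing by number was not seen but cannot be excluded.

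Among the 23 log2 fold changes of named genes, 486 alternative values were computed: 320 kept direction and side of the threshold, 138 lost the threshold, 20 gained it, 3 moved without a test and 5 changed sign. Those that changed sign were Ptger4 at day 39 between genotypes without WT day 39 replicate 3 (from -9.52 to 0.86 across the fits that left out a replicate), Ptger4 over time in knockout with limma-voom (-0.18), with a surrogate variable (-2.36) and without KO day 39 replicate 3 (from -6.60 to 3.90 across the fits that left out a replicate), and Pvalb over time in knockout with a surrogate variable (2.85). For both changes on leaving out a replicate, the library removed held most Ptger4 counts of its group (4501 against 1 and 8, and 7286 against 1481 and 152). For the others the cause was not tested. Of the calls over time in knockout, Tnnc2 was kept in 18 of 21 alternatives, with adjusted p-values of 2.0e-06 to 0.244, Rhbdd3 in 17 of 21 (5.4e-17 to 0.725) and Lgals6 in 17 of 21 (5.3e-07 to 0.282). Malat1 kept it in 13 of 21, Pvalb in 13 of 20, Sycn, Mgat4b and Sprr2a2 in 12 of 21 each, Nfkbiz in 8, Rn45s in 7 and Ubxn4 in 6 of 21. Tnnc2 between genotypes at day 39 kept it in 10 of 21 (8.6e-05 to 0.691), Pvalb in 9 of 20 (0.00217 to 1) and Cryab over time in wild type in 8 of 18 (4.5e-05 to 0.594).

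Upper-quartile scaling shifted the log2 fold changes of single genes by a median of -0.93 at day 0 between genotypes, -0.91 over time in wild type and 0.86 in the interaction. The median shift with DESeq2 size factors was -0.17, -0.23 and 0.15, and with library size -0.24 over time in knockout. The number of genes per library depended on the count minimum, with medians of 5206 at 1 count, 3049 at 10 counts, 2625 at 100 counts and 1222 at 1000 counts. A fit with another pseudocount was planned for normalized values and was not run because the files hold counts. For the interaction, the fit to only the groups compared is the same as the fit to all groups.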

Other observations

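The tests of read depth, of the number of called genes across splits, and of DESeq2 calls across splits at day 39 were chosen only after the result was seen. The others were written before their result was seen, on patterns noticed in the data.

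Libraries of the same group lacked genes that were abundant in the others. Depth does not explain it: a Poisson draw at each library's depth would give 1.4e-124 values of 10 or fewer counts where 11277 were seen. A candidate explanation is that each library was amplified from few template molecules. Under that explanation the share of genes detected at abundance p should follow 1 - exp(-Np) with a single N per library. The observed shares lay 4.01 percentage points from that curve on average over 6 abundance classes and 11 libraries, with fitted N of 3306 to 10104 (median 5200). Over the 4 classes under 1000 CPM, where detection was not saturated, the gap was 5.38 points, and it was systematic: all 11 libraries lay above the curve at 10 to 30 CPM and below it at 100 to 300 CPM, where the means were 49.2% observed and 58.1% on the curve. A single N per library is thus only an approximation. N is a parameter of this curve, and the counts alone cannot give the number of molecules. Variation between mice that is specific to genes may contribute too: a list of 40 housekeeping genes reached 100 counts in 6.38 libraries on average, above matched random lists (mean 5.67; percentile 99.8 of 10000 lists). Still, 5 of the 40 housekeeping genes reached 100 counts in all 11 libraries. Both explanations remain, and few templates would limit every comparison above.

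Many genes had 1 to 10 counts in libraries that otherwise lacked them. Of the 1115 genes with at least 1000 counts in a single library, 72.5% had at least 1 count elsewhere, and the summed low counts were 0.152% of the summed high counts. If reads had been assigned to the wrong library, low counts should rise with the high count. Across these genes, which are not independent replicates, Spearman's rho was -0.0403 (permutation p = 0.182). Simulated misassignment in proportion to the high count, at the observed overall rate and under the same limit of 10 counts, gave rho of 0.470 to 0.606 in 1000 simulations, so misassignment in that form would have shown. Low counts from other forms of misassignment were not tested. No biological explanation was tested.

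DESeq2 called 555 genes between genotypes at day 39, but the 9 other splits of the same 6 libraries gave 464 to 610, with a median of 560, and 7 of the 10 splits gave as many as the real one. The number of DESeq2 calls thus did not depend on the genotype labels. Over time in knockout DESeq2 called 1144 genes, and the 9 other splits gave 703 to 943 with a median of 863, so the real split was above every other while most of the number is reached by mixed splits. With limma-voom the real splits gave 32 and 193 genes, and the others 4 to 31 and 45 to 103.

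The edgeR calls were set against other splits in the same way. Groups share replicate numbers, so counts are given over the 4 splits that part all same-numbered pairs and over all 10. A pairing by number was not seen but was not excluded. Between genotypes at day 39, 3 of all 10 splits gave as many genes (2), and 2 of the 4. Over time in knockout, only the real split gave as many as its 11 genes (1 of all 10, and 1 of the 4), the others giving 0 to 1. The epithelial set over time in knockout had a smaller camera p-value in the real split (1.3e-11) than in any other (1 of 4, and 1 of all 10). The smallest other p-value was 9.1e-06, and 5 of the 9 other splits were under 0.05. The other splits still held the days in unequal numbers on their sides, so part of a day difference stays in them. Whether the nominal p-value overstates the evidence therefore cannot be told from these splits. With 10 splits the share cannot go below 0.1 whatever the data, so this count cannot exclude a chance arrangement for the time contrast in knockout, where the real split stood above all others. Between genotypes at day 39 other splits gave as many calls, which does not test the called genes themselves.

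Tnnc2 and Pvalb are genes of fast skeletal muscle, and were the only genes edgeR called between genotypes at day 39. If muscle RNA entered some libraries, other muscle genes should follow them. The summed CPM of 20 other skeletal muscle genes rose with the summed CPM of Tnnc2 and Pvalb over the 11 libraries (Spearman's rho 0.673, permutation p = 0.0289; Pearson's r 0.834, permutation p = 0.00164; the only relation of this kind computed). Without the 2 libraries farthest from the median of the muscle genes, r was 0.693 over 9 libraries (permutation p = 0.0386) and rho fell to 0.417, so the relation in ranks rests in part on those libraries. Within day 39 alone rho was 0.543 and r 0.817 (exact permutation p = 0.297 and 0.169), and day 0 alone was not tested. The muscle list itself was not detectably lower in the KO day 39 libraries. It was at 4661 CPM ± 1286 (SD, n = 3) against 5376 CPM ± 3007 (n = 3) in WT day 39. The ratio was 0.867 with overlapping groups (exact permutation p = 0.800). Muscle RNA in some libraries may account for part of the Tnnc2 and Pvalb levels, but does not explain their low counts in all 3 KO day 39 libraries while other muscle genes were present. The cause remains open.

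Epithelial genes were higher in all 6 day 39 libraries than in all 5 day 0 libraries. If this followed from a wider detection of genes at day 39, lists matched on mean expression should rise as much. The median log2 fold change of the epithelial genes in knockout, 6.09, stood at percentile 100 of 10000 matched lists, which centred on 0.27, so a general rise does not account for it. In wild type it stood at percentile 99.97. A candidate source is epithelial RNA carried with the sorted cells at day 39. The summed level was 5.89-fold higher at day 39, but counts cannot tell carried RNA from transcripts of macrophages, and any handling difference between the days would look the same. The explanation remains open.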
